A study of Drosophila melanogaster with 16 samples.

How the data were processed

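RNA was measured in whole Drosophila melanogaster embryos aged 18 to 20 h from flies kept at 25 °C. The labels describe TRIzol extraction, a stranded Illumina library kit for polyadenylated RNA and paired reads of 150 bases. A pair of deletion lines of an element in the Glut1 gene, which the labels call RCM, were each collected as GFP-negative embryos (the deletion) and GFP-positive embryos (the control of the same line). Each of the 4 groups has 4 replicates, 16 libraries in all. Polyadenylated RNA was selected, so circular RNAs, which have no poly(A) tail, were not analysed here.

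The authors deposited a table of raw counts per gene, whole numbers by FlyBase gene identifier, with 1 column per library and no scaling between libraries. The aligner, the counting program, its strand setting, the genome build and the annotation are not stated in the labels. Genes that overlap on opposite strands, and near-identical gene copies, were therefore treated as uncertain, because reads could have been shared or dropped between them. All 16 columns were used.

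The column names give a line number (15 or 42), the GFP status and a replicate number, whereas the labels number the deletions 1 and 2. Nothing given says which line is which deletion, so the match is not known. Results are given by the line numbers 15 and 42, differences between the lines are line 42 minus line 15, and the comparisons planned for deletions 1 and 2 were made for lines 15 and 42. Each fold change within a line is GFP-negative over GFP-positive and needs no such match.

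Gene symbols, positions and overlaps came from the Ensembl 115 annotation of the BDGP6.54 assembly, which need not be the authors' build. Of the 17753 identifiers in the table, 17626 (99.3%) were found there. The 127 others carry no position and were left out of counts by chromosome. No genome sequence was used, so GC content was not analysed here.

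Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 4 groups (10387 genes, holding at least 99.85% of each library's counts), libraries were scaled by TMM (trimmed mean of M values), and quasi-likelihood F tests (estimateDisp, glmQLFit with robust estimation, glmQLFTest) were run on 1 fit of all 16 libraries with the groups as the only term. Contrasts were the effect in each line, the mean of both, their difference, and GFP-positive embryos of line 42 against those of line 15. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene with an adjusted p under 0.05 is said to be called. Standard errors (SE) were computed as the size of the log2 fold change over the square root of F. Levels are CPM (counts scaled to a TMM-scaled library of 1000000 counts), and log2 CPM used a prior count of 2.

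Total counts ran from 6651062 to 12761723 per library. The common biological coefficient of variation was 22.2%. A group whose libraries all held 3 counts or fewer was treated as at the floor, and a fold change against it is given as a lower bound computed from 3 counts. Intervals and floors cover counting error only. Every pair of replicates within a group differed by more than sampling noise (chi-square per degree of freedom from 4.47 to 86.7), and none held identical counts.

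Overlaps and shares on chromosome 3 (arms 3L and 3R) were compared by Fisher's exact test, two-sided, over genes tested that have a position. Genes are not independent of each other, so these p-values describe the gene lists. Percentages of genes have exact (Clopper-Pearson) 95% intervals. Lists of neuron (15 genes), glia (10), muscle (12) and cuticle (116 matching symbols, 79 tested) genes were tested by camera (limma 3.58.1, two-sided, inter-gene correlation preset to 0.01), with Benjamini-Hochberg adjustment over the 8 tests of 4 lists in the lines.

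The genes named were Glut1, elav, fne and Rbp9, and those given by 3 rules. For each line these were the 3 largest rises and 3 largest falls among called genes with a mean of at least 50 counts whose 4 GFP-negative libraries all lay on one side of the 4 GFP-positive ones, an arrangement that chance gives for 2.86% of genes. For both lines they were the 5 rising and 5 falling genes with the largest smaller change among genes called in both in the same direction. For the difference between the lines they were the 2 genes with the smallest p. The lists, the tests, this rule and the alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, median-of-ratios scaling, no filter on low counts, a filter at a mean of 50 counts, each line fitted alone, the replicate number as a block, leaving out each library in turn, fry or camera with an estimated correlation for the lists, and autosomal genes alone for the shares on chromosome 3.

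A stage index was added after the data were seen. It is the mean log2 CPM of 4 Osiris genes minus that of 19 digestive enzyme genes (trypsins, amylases and maltases), used as a covariate with those genes left out of the test. Both lists were written after the principal components were seen.

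The scripts were tested on counts simulated from the real means and library sizes, with 200 genes changed 2-fold in line 15 alone, over 10296 genes tested. The edgeR fit recovered 67.5% of them with 10 false calls and made 0 calls in line 42. DESeq2 recovered 75% with 32 false calls. The simulated genes were drawn independently, so no shift was shared by a whole library. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.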

Results

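The study compared polyadenylated RNA of Drosophila embryos that carry a deletion of an element in Glut1, which encodes a glucose transporter, with that of control embryos of the same line, told apart by GFP. The series is about the role of the neuronal RNA-binding protein ELAV in making circular RNAs. Lines 15 and 42 each gave 4 libraries of GFP-negative embryos (the deletion) and 4 of GFP-positive embryos (the control). Total counts per library lay between 7824826 and 11980041 in GFP-negative and between 6651062 and 12761723 in GFP-positive embryos of line 15. In line 42 they lay between 9786919 and 11510919 and between 8748775 and 12466322. The mean totals of the groups, from 10048983 ± 1721395 to 10508892 ± 2897281 counts (SD, n = 4 each), differed by less than the spread between replicates.

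The first question was whether the gene that holds the deletion kept its transcript level. Glut1 (FBgn0264574) lies on arm 3L from 914074 to 993788, on the plus strand, in BDGP6.54, where 2 long non-coding RNA genes overlap it on the same strand. In line 15 its level was 253 ± 8.3 CPM (counts scaled to libraries of 1000000) in GFP-negative and 252 ± 7.8 CPM in GFP-positive embryos (SD, n = 4 each). The log2 fold change of 0.0057 (SE 0.053, edgeR adjusted p = 0.953) was within the replicate error. In line 42 the level was 336 ± 15.5 CPM in GFP-negative and 276 ± 13.6 CPM in GFP-positive embryos, and every GFP-negative library lay above every GFP-positive one. That log2 fold change was 0.29 (SE 0.053, adjusted p = 0.00152), and DESeq2 gave 0.28. The alternative that moved it most among those that kept all libraries, a filter at a mean of 50 counts, gave 0.26, and leaving out 1 library gave 0.23 to 0.30. The effects in the lines were not shown to differ after adjustment over all genes tested (difference 0.28, SE 0.075, edgeR adjusted p = 0.153). Glut1 was named in advance, and its unadjusted p for the difference was 0.00204 (edgeR), so a difference at this gene stays open. Depth was ample for this gene, with 1800 to 3606 counts per library.

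**Figure D1:**
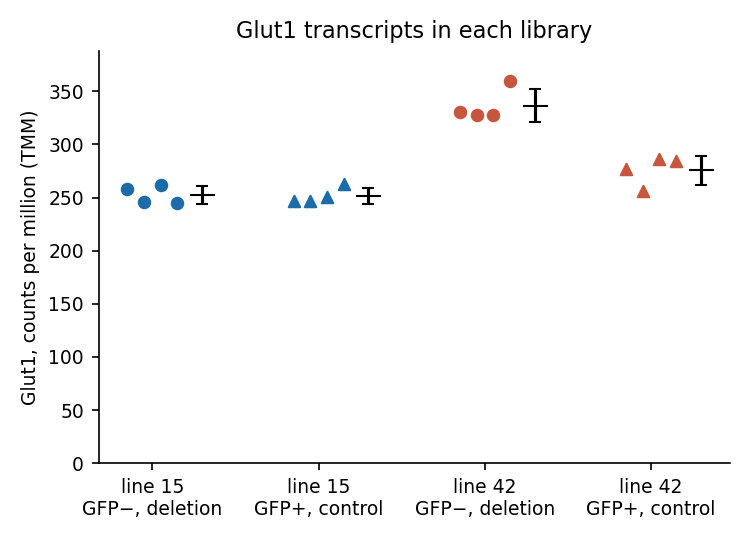
Glut1 level in each of the 16 libraries, in CPM on TMM-scaled library sizes, by line and GFP status. Circles are GFP-negative and triangles GFP-positive embryos, and the bars beside them give the mean and SD of 4 replicates. The line 42 GFP-negative libraries (mean 336 CPM) lie above all others.

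The first principal component of log2 CPM held 54.5% of the variance and the next held 13.6%. On the first component the 8 GFP-negative libraries lay between -33.6 and -15.6. Of the GFP-positive libraries, replicate 1 of line 15 lay at 60.5, and replicates 2 and 4 of line 42 lay at 76.5 and 78.5. The other 5 GFP-positive libraries lay between -13.6 and 7.41, so the libraries spread further within the GFP-positive groups than within the GFP-negative ones. On the second component, GFP-negative embryos of line 42 lay between 9.08 and 30.03, above those of line 15, which lay between -10.5 and 3.22.

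**Figure D2:**
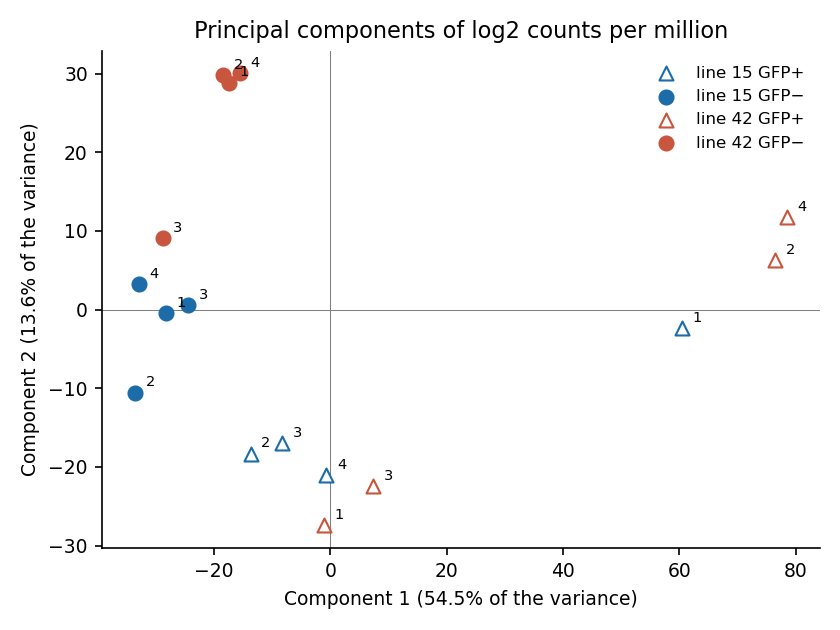
The 16 libraries on the first and second principal components of log2 CPM (54.5% and 13.6% of the variance). Filled circles are GFP-negative and open triangles GFP-positive embryos, numbered by replicate. GFP-positive replicate 1 of line 15 (60.5) and replicates 2 and 4 of line 42 (76.5 and 78.5) lie apart on the first component.

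The comparison of GFP-negative with GFP-positive embryos asks which transcripts differ with the deletion. In line 15, 828 of 10387 genes were called (8.0%), of which 359 were higher and 469 lower in GFP-negative embryos. At least a 2-fold change was seen for 88 of the higher and 125 of the lower genes. In line 42, 3701 genes were called (35.6%), with 1758 higher and 1943 lower, and 300 and 693 of these changed at least 2-fold. The count of line 15 depended on the fit. With the stage index as a covariate, an alternative chosen after seeing the data, 3274 genes were called, and the counts without 1 library ran from 317 to 1040. The same covariate gave 2318 calls in line 42, where leaving out 1 library gave 2523 to 4247. The average effect of the lines was called for 4570 genes, 2157 higher and 2413 lower.

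Among the largest rises in line 15 was thr (FBgn0003701, 2R from 17861273 to 17865963), at 23.5 ± 15 CPM in GFP-negative and 2.19 ± 0.43 CPM in GFP-positive embryos (log2 fold change 3.39, SE 0.55, edgeR adjusted p = 0.00381). Its GFP-negative libraries ranged from 3.01 CPM in replicate 4 to 38.5 CPM in replicate 2. The gene overlaps CG14490 on the opposite strand. In line 42 thr did not differ (-0.30, adjusted p = 0.723), and the difference between the lines missed the threshold (-3.69, adjusted p = 0.0962). CG4000, overlapped by an antisense gene, and AsnS were the other rises named for line 15. In line 42 the largest rises were CG14326 (FBgn0038528, 3R from 17619100 to 17619688), asRNA:CR45376 and CG34273. CG14326 stood at 75.7 ± 7.2 CPM in GFP-negative against 6.58 ± 2.2 CPM in GFP-positive embryos (log2 fold change 3.52, SE 0.31, adjusted p = 1.43e-05). The last 2 genes overlap Swim and Pde6 on the opposite strand, so their counts are uncertain. Their log2 fold changes in line 42 were 3.32 and 2.89. The CG34273 value ran from 1.99 to 3.90 over all settings, and its call was lost with each line fitted alone (2.89). GFP-positive replicates 2 and 4 of line 42 held 0 counts of CG34273, against 44 and 25 in replicates 1 and 3.

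Among the largest falls in both lines was that of LysC (FBgn0004426, a pseudogene on 3L from 1210485 to 1210726), which had no count in any GFP-negative library of line 15 and at most 1 in those of line 42. In GFP-positive embryos it stood at 27.2 ± 7.5 CPM in line 15 and 16.3 ± 12.6 CPM in line 42. It was therefore at least 86.5-fold lower in GFP-negative embryos of line 15 and at least 53.2-fold lower in those of line 42. LysC overlaps LysD, a related gene on the opposite strand (1210717 to 1211196), and the counting could have split their reads. LysD fell by 4.52 (SE 0.52) and by 5.46 (SE 0.57) on the log2 scale in lines 15 and 42. Hsp70Bb fell by 5.59 (SE 0.83) and by 4.84 (SE 0.75), and it belongs to a family of near-identical copies. Without GFP-positive replicate 1 of line 15 (116.7 CPM against 19.8 to 43.3 CPM in the others) it fell by 4.77 there. In line 42 its GFP-positive replicates 2 and 4 held 117 and 135 CPM, against 19.9 and 23.3 CPM in the others. Its log2 fold change in line 42 ran from -5.15 to -3.02 over all settings. CG4757 (FBgn0027584, 3R from 11161207 to 11163498) was on the mean at least 67.7-fold lower in line 15. The bound was 15.6-fold without the highest GFP-positive library, replicate 1. Both bounds rest on GFP-positive replicates 1 and 4 (70.6 and 13.4 CPM). Replicates 2 and 3 held 7 and 8 counts (0.55 and 0.79 CPM), near the floor, so the bounds do not hold for them. Cpr47Ea, which overlaps Or47a on the opposite strand, was at least 74.8-fold lower in line 42, or 15.8-fold without GFP-positive replicate 3, which alone held 77.1 CPM against 0.67 to 11.1 CPM in the others. BomS2, of a family of similar short genes, fell in line 42 (-8.21, SE 2.10, adjusted p = 0.00928). Its change in line 15 (1.81, adjusted p = 0.407) rested on GFP-negative replicate 3, without which it was -5.99.

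ELAV and its relatives were examined because the series concerns ELAV. Neither elav (log2 fold change -0.15, adjusted p = 0.169 in line 15, and -0.13, adjusted p = 0.146 in line 42) nor Rbp9 (0.013, adjusted p = 0.935, and -0.12, adjusted p = 0.298) was called in either line, and both overlap a gene on the opposite strand. For the average of the lines, elav was lower (-0.14, SE 0.049, edgeR adjusted p = 0.0301), as was fne (-0.32, SE 0.068, adjusted p = 0.0023), and Rbp9 was not called (-0.053, adjusted p = 0.508). Both elav and fne lie on X, where more called genes were lower than higher (67 and 24 in line 15, 334 and 212 in line 42). On chromosome 2 these counts were 118 and 129, and 651 and 708. The falls of elav and fne need not be particular to these genes. The gene fne (FBgn0086675, X from 12917477 to 12950417) was lower in line 15, at 301 ± 7.9 against 393 ± 45.9 CPM (log2 fold change -0.39, SE 0.096, edgeR adjusted p = 0.0275). That call was lost in 6 of the 8 fits that left out 1 library of the line, among which the log2 fold change ran from -0.40 to -0.33 where it was lost. In line 42 fne missed the threshold (-0.25, adjusted p = 0.0519), and it was past it under DESeq2 (-0.26). Over all settings its log2 fold change in line 42 ran from -0.33 to -0.079. GFP-positive replicates 2 and 4 of line 42 (450 and 451 CPM) lay above the GFP-negative range of 318 to 362 CPM. Replicates 1 and 3 (350 and 358 CPM) lay within it. The difference between the lines was within the error (0.13, SE 0.14, adjusted p = 0.794).

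Of the 8 tests of gene lists, 2 passed the threshold in camera. The muscle list rose in line 15 with a median log2 fold change of 0.16 (10 of 12 genes higher, adjusted p = 0.0393), and the cuticle list rose in line 42 with a median of 0.30 (50 of 79 genes higher, adjusted p = 0.0393). With the 1 gene at the floor set to its bound, the cuticle median stayed at 0.30. The median level of the cuticle list in line 42 did not rise with this median fold change. It lay from 4.28 to 5.01 on the log2 CPM scale in GFP-negative embryos. In GFP-positive replicates 2, 3 and 4 it was higher, at 5.41, 5.20 and 5.49, and in replicate 1 it was 4.48. With an estimated correlation no list passed, the lowest adjusted p being 0.521. Under fry the cuticle list in line 42 held and the muscle list in line 15 did not, while the glia and muscle lists in line 42 passed. The muscle list in line 42 (median 0.18, adjusted p = 0.0542), the cuticle list in line 15 (0.15, adjusted p = 0.0542) and the glia list in line 42 (0.083, adjusted p = 0.0755) missed the threshold, as did the glia list in line 15 (0.045, adjusted p = 0.425). The neuron list had medians of -0.062 in line 15 and 0.048 in line 42 (adjusted p = 0.493 for both). Adjusted over the list alone, 4 of its 15 genes passed in line 15 and 7 in line 42, against 3 and 6 over all genes tested. For the glia list these counts adjusted over the list alone were 4 and 6 of 10, for the muscle list 6 and 6 of 12, and for the cuticle list 12 and 45 of 79, against 2 and 5, 3 and 6, and 11 and 42 over all genes. No list differed between the lines, the lowest adjusted p over 4 tests being 0.117.

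Whether the lines share their effects was asked next, since a loss of the element should appear in both. Of the 828 genes called in line 15, 608 were also called in line 42 in the same direction, 219 higher and 389 lower, and 5 were called in opposite directions. Lists of these sizes drawn independently would share 295 genes in either direction, against 613 (odds ratio 5.97, Fisher's exact p = 4.94e-122). No library enters both comparisons. Across the 10387 genes, which are not independent replicates, the log2 fold changes of the lines had a Pearson r of 0.643 and a Spearman rho of 0.709, and 78.4% had the same sign. The r was 0.405 without GFP-positive replicate 1 of line 15. With no filter on low counts it was 0.292. Among the genes that rose in both, AsnS (FBgn0270926, 3L from 21173118 to 21174973) went from 157 ± 33.6 to 430 ± 72.4 CPM in line 15 and from 129 ± 33.2 to 413 ± 21.6 CPM in line 42. Its log2 fold changes were 1.45 (SE 0.17) and 1.68 (SE 0.18), and it overlaps chb on the same strand. CG14326, CG4000, CG15695 and Alp4 also rose in both lines, by 1.29 to 1.48 in line 15 and by 1.62 to 3.52 in line 42. Among the 8 fits that each left out 1 library of line 15, the call in that line was lost in 7 for CG4000, in 3 for Alp4 and in 5 for CG4757. Apart from LysC, LysD, Hsp70Bb and CG4757, the fifth gene of the falls was CG11842, with log2 fold changes of -3.62 and -4.02. In line 15 its change was -2.87 without GFP-positive replicate 1, which held 26.6 CPM against 4.55 to 9.15 CPM in the others. In line 42 its GFP-positive replicates 2 and 4 held 26.1 and 22.6 CPM, against 8.48 and 9.33 CPM in the others. The change of CG11842 in line 42 ran from -4.24 to -3.05 over all settings.

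**Figure D3:**
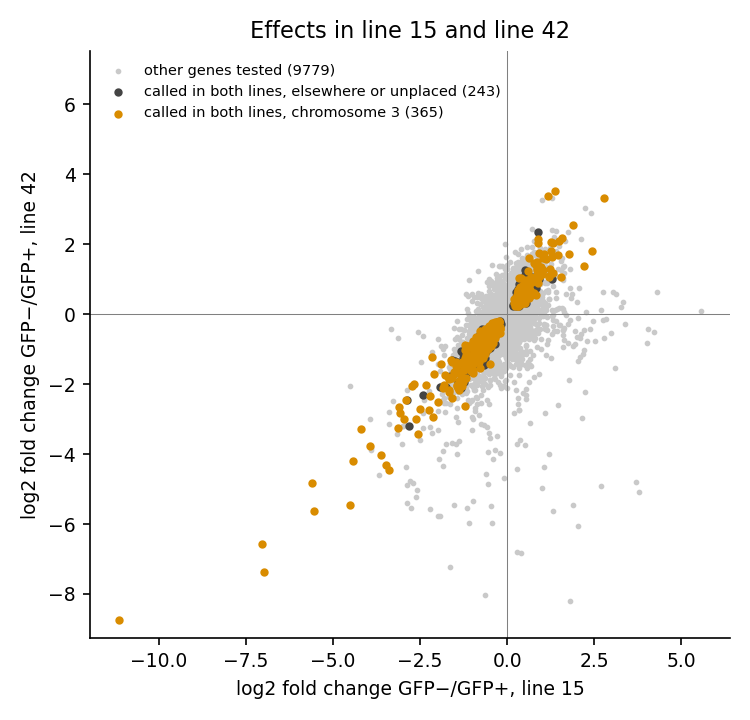
Log2 fold change of GFP-negative over GFP-positive embryos in line 15 (horizontal axis) and line 42 (vertical axis) for each of the 10387 genes tested. The 608 genes called in both lines in the same direction are coloured by whether they lie on chromosome 3 (orange, 365 genes) or elsewhere or unplaced (dark), and grey points are the other genes.

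A test of the difference between the lines called 7 genes, 4 with a higher effect in line 42 and 3 with a lower one. The smallest p was that of Eip93F (FBgn0264490, 3R from 21949114 to 22014539), which moved in opposite directions. It was at 6.25 ± 1.7 CPM in GFP-negative against 1.47 ± 0.50 CPM in GFP-positive embryos of line 15, and at 0.82 ± 0.27 against 2.12 ± 0.40 CPM in line 42 (difference -3.39, SE 0.42, edgeR adjusted p = 0.0107). These levels rest on 5 to 82 counts per library. Syt4 (FBgn0028400, 3R from 7266065 to 7270809) was lower in both lines, by more in line 42 (-0.49, SE 0.089, and -1.43, SE 0.091, difference -0.94, SE 0.13, adjusted p = 0.0126). The count of 7 moved most with the stage index, under which 395 genes were called. The GFP-positive embryos of the lines, which give the scale of background differences, differed in 15 genes (9 higher and 6 lower in line 42). This count ran from 0 to 373 when 1 library was left out. It was 0 without GFP-positive replicate 2 of line 15, with 780 genes at an unadjusted p under 0.05, and 373 without replicate 1.

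Because Glut1 and any marker chromosome that segregates against the deletion would be linked, the positions of called genes were compared. In line 15, 58.4% of the called genes with a position lay on chromosome 3, against 43.8% of those not called (odds ratio 1.80, Fisher's exact p = 1.14e-15). On arm 3L, 213 of 2074 genes (10.3%, 95% interval 8.996 to 11.7%) were called, and on 3R 267 of 2562 (10.4%, 9.26 to 11.7%), against 247 of 3915 (6.31%, 5.57 to 7.12%) on chromosome 2. In line 42 the shares were 47.4% and 43.6% (odds ratio 1.16, Fisher's exact p = 0.000253). There arm 3R was called in 38.6% of genes against 34.7% on chromosome 2 (Fisher's exact p = 0.00166), and 3L, at 36.3%, did not differ from chromosome 2 (exact p = 0.244). Among autosomal genes alone the shares on chromosome 3 were 66.0% in line 15 and 56.1% in line 42. These shares are of a smaller set of genes, and the odds ratios were lower, at 1.72 and 1.13. Of the genes called in both lines in the same direction, 60.6% lay on chromosome 3 (odds ratio 1.96, Fisher's exact p = 2.51e-15). This share grew with the size of the change, in classes chosen after the data were seen. It was 52.7% of 281 genes whose smaller log2 change was under 0.5, 61.9% of 197 genes from 0.5 to 1, and 76.6% (95% interval 68.2 to 83.7%) of 124 genes at 1 or more, of which 36 were on 3L and 59 on 3R. In bins of 5 Mb with at least 87 genes tested, the share called in line 15 lay between 6.90 and 13.9% along both arms. In the bin that holds Glut1 it was 11.04%.

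**Figure D4:**
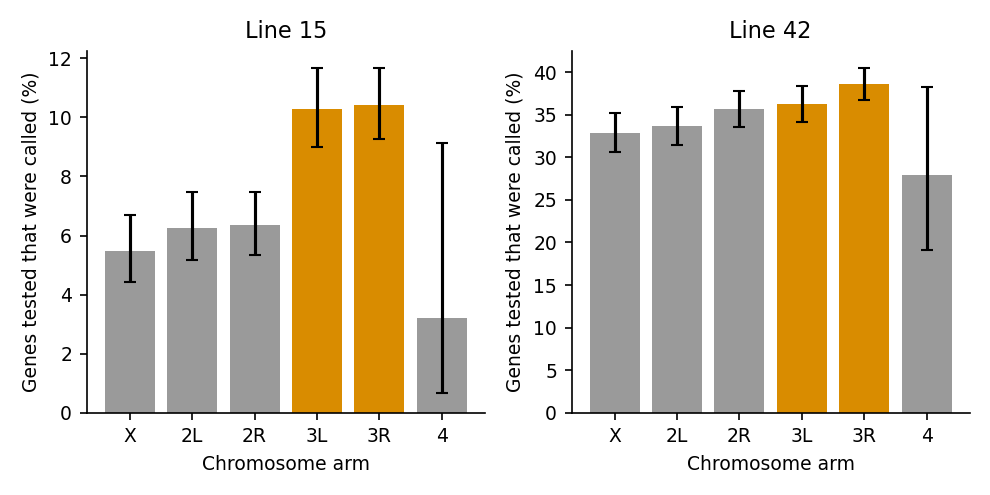
Percentage of the genes tested on each chromosome arm that were called in line 15 (left) and line 42 (right), with exact 95% binomial intervals. Arms 3L and 3R (orange) reach 10.3 and 10.4% in line 15, above 6.26% on 2L and 6.35% on 2R, and the vertical scales of the panels differ.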

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

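The tests of RNA from other material and of library depth, and the criterion that decides the test of stage in the 3 libraries, were chosen only after the result was seen.

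In each group of 4 libraries, the named genes' levels, the list medians and the total counts were searched for a library far from the others, with a rule that marks about 1 in 20 groups by chance. Of 103 such groups, 12 were marked, where chance gives 5.15. GFP-positive replicate 1 of line 15 was marked 4 times. Its neuron list median was 7.77 on the log2 CPM scale (7.95 to 7.99 in the other 3), LysC stood at 16.2 CPM (29.96 to 32.7), LysD at 56.5 CPM (102 to 107) and Cpr47Ea at 2.10 CPM (0.078 to 0.20). Since LysC and LysD overlap and are related, their marks are not independent. This library also lay at 60.5 on the first principal component, where replicates 2 and 4 of line 42 GFP-positive embryos lay at 76.5 and 78.5.

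For these 3 libraries, lying apart because of depth was argued against by their totals of 12714352, 12466322 and 8863880 counts, which fall among those of the other libraries. Dilution by RNA from other material was first tested with the list of digestive enzymes alone, whose medians, given below, lay near or within the range of the other libraries and so did not argue against it. That test was replaced by a count of genes, with its limit of 4-fold chosen at that point. Dilution lowers all transcripts of the embryo alike. Of 8474 genes with a mean of at least 50 counts, 100, 127 and 141 genes in these libraries lay 4-fold or more below their median over the 16 libraries, against 0 to 32 genes in each other library, which argues against dilution alone. Developmental stage was tested with a list of late digestive enzymes, which younger embryos would have less of, and a list of Osiris genes, which they would have more of. Only 1 of the 3 libraries, replicate 4 of line 42, had both lists outside the range of the other libraries in those directions. Its medians were 5.59 and 3.78 on the log2 CPM scale. Replicate 2 of line 42 had 6.10 and 3.37, replicate 1 of line 15 had 6.08 and 0.76, and the other libraries ranged from 5.75 to 6.63 and from 0.27 to 1.09. A shift of stage, as these lists measure it, is therefore argued against as the shared cause for all 3, and a stage difference in the line 42 libraries may remain part of it. All 3 libraries did share the lowest neuron list medians (7.77, 7.81 and 7.82, others at least 7.91). They also shared the lowest glia list medians (6.68, 6.64 and 6.56, others at least 6.84). The cause of these shared shifts was not tested. A shared difference that the digestive and Osiris lists miss, of stage or of tissue content, stays open. A mislabelled library was not tested. The GFP-positive embryos could also hold more than one genotype, which the labels do not state and which was not tested.

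The other marks fell on single libraries. In line 15, BomS2 stood at 42.5 CPM and Cpr47Ea at 1.28 CPM in GFP-negative replicate 3 (0 to 0.13 and 0 to 0.20 CPM in the others), and AsnS at 208 CPM in GFP-positive replicate 2 (138 to 143 CPM). In line 42, Cpr47Ea stood at 77.1 CPM in GFP-positive replicate 3 (0.67 to 11.1 CPM), AsnS at 178 CPM in GFP-positive replicate 1 (109 to 118 CPM), and Glut1 at 359 CPM in GFP-negative replicate 4 (328 to 331 CPM). The total of line 42 GFP-negative replicate 2 was 11510919 counts (9786919 to 10051275 in the others), and LysC at 0.11 CPM in GFP-negative replicate 1 is 1 count against 0. No explanation was tested for these single marks, and chance alone accounts for about 5.15 of all marks. The Glut1 call in line 42 did not rest on replicate 4, since the fit without it gave an adjusted p of 0.00674 (edgeR), and the fits without each other library of the line gave at most 0.0098.

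The effects of the lines differed for 7 genes by the test of the difference itself. The log2 differences, line 42 minus line 15, were -3.39 for Eip93F, -0.94 for Syt4, 1.35 for CG6763, 2.07 for CG15865, 1.35 for hkb, 0.68 for Eip75B and -3.08 for SAK. The last 5 fall outside the rule for naming genes and were chosen after their values were seen. SAK also differed between the GFP-positive embryos of the lines (log2 difference 2.87, adjusted p = 0.00855), so its result rests on the controls as well. With random relabelling of GFP status within each line, 4 of 100 splits, the real one included, called as many genes. The others of these 4 called 42, 1498 and 3410 genes. If differences of developmental stage between libraries were the cause, the stage index as a covariate should remove the calls. It raised their number to 395, and all 7 genes stayed called with edgeR adjusted p-values from 1.1e-07 to 0.0263. The index varies mostly through line 42 GFP-positive replicates 2 and 4 (-2.05 and -0.58, others -5.99 to -4.69). It can therefore show little of stage in line 15, so the test does not decide whether stage is the cause. The numbers of the lines stand for separate mutations, so a difference between the mutations, or between the backgrounds of the lines, stays open and was not tested apart. The deletions may also have been kept over different chromosomes, which the labels do not give.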

How the results depend on the processing

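Directions and calls were compared over 10 other settings that kept all libraries and over fits that each left out 1 library. No fit left out line 42 GFP-positive replicates 2 and 4 together, so the ranges do not cover dependence on this pair. The stage index as a covariate was chosen after seeing the data. Unless a cause is given, the cause was not tested.

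The rise of Glut1 in line 42 and the excess of called genes on chromosome 3 in both lines kept their direction and their side of the threshold in every setting run. Their ranges were 0.23 to 0.30 for the log2 fold change, 49.7 to 69.0% for line 15 and 46.5 to 49.3% for line 42. Among autosomal genes alone the line 42 share was 56.1%. The lack of a call for Glut1 in line 15 held in every setting too. The log2 fold change near 0 turned to -0.012 with a filter at a mean of 50 counts. It ran from -0.017 to 0.020 when 1 library was left out. The number of genes called for the average of the lines stayed within 1.5 times of 4570 (3929 to 4943), and that of line 42 did in all settings but the stage index (2318).

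Under DESeq2 the calls were 1505 in line 15, 189 for the difference between the lines, 192 between the GFP-positive groups and 1125 in both lines. In the simulation DESeq2 made 32 false calls where edgeR made 10. Its genes were drawn independently, without the shifts of whole libraries seen here. The simulation therefore does not decide which of these counts is nearer the truth. Each line fitted alone, with fewer samples, gave 375 calls in line 15 and 288 in both. No filter gave 4 calls for the difference, 6 between the GFP-positive groups and an r of 0.29 between the lines. The filter at a mean of 50 counts gave 1 call for the difference. The stage index gave 3274 calls in line 15, 395 for the difference, 1067 in both lines and an r of 0.40. It kept 827 of the 828 calls of line 15 and 1805 of the 3701 of line 42.

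The replicate numbers did not pair the samples. Deviations of same-numbered GFP-negative and GFP-positive libraries from their group means correlated from -0.15 to 0.28. With the replicate number as a block, line 15 had 249 calls, the difference 1, the GFP-positive groups 5 and both lines 200, the muscle list in line 15 (median 0.16) and the cuticle list in line 42 (0.43) lost their calls, and BomS2 in line 15 turned to -0.78. The block fit shared 235 calls with line 15 and 3141 with line 42.

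Leaving out 1 library at a time gave 317 to 1040 calls in line 15. The count was 321, 378 and 317 without GFP-negative replicates 1, 2 and 3, and 349 and 462 without GFP-positive replicates 1 and 4. Both lines shared 237 to 803 calls, with 254, 304, 237 and 333 without the line 15 GFP-negative replicates 1 to 4 and 266 and 355 without its GFP-positive replicates 1 and 4. The difference had 1 to 198 calls, the highest without line 15 GFP-negative replicate 4, and 95 without its GFP-positive replicate 1. The GFP-positive groups differed in 0 to 373 genes. Without line 15 GFP-positive replicate 2 there were 0 (780 at an unadjusted p under 0.05), without replicates 1, 3 and 4 there were 373, 5 and 7, and without line 42 replicates 1 to 4 there were 115, 5, 66 and 5. The r between the lines ran from 0.405 to 0.674, the lowest without line 15 GFP-positive replicate 1.

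The list tests changed most with the test. The muscle list in line 15 (median 0.16) was not called under fry, under the estimated correlation, with each line alone (0.16) or with the stage index (0.16). Its median was 0.097 to 0.18 when 1 library was left out, with the call lost without GFP-negative replicate 4 (0.12) and GFP-positive replicates 3 (0.097) and 4 (0.13). The cuticle list in line 15 was called with the filter at 50 counts (0.18), with each line alone (0.19), and without GFP-negative replicate 2 (0.18) or GFP-positive replicate 1 (0.19), in a range of 0.078 to 0.19 when 1 library was left out. In line 42, fry called the glia list (0.083) and the muscle list (0.18). The muscle list was also called under DESeq2 (0.17), with no filter (0.19), with the stage index (0.19) and without GFP-negative replicate 2 (0.22) or GFP-positive replicate 4 (0.17), in a range of 0.15 to 0.22 when 1 library was left out. The cuticle list in line 42 lost its call under DESeq2 (0.29), the estimated correlation (0.30), and without GFP-negative replicate 4 (0.31) or GFP-positive replicate 1 (0.40). Its median was 0.27 to 0.40 when 1 library was left out, and 0.21 with no filter and 0.46 with the stage index. Over all settings its adjusted p ran from 0.000115 to 0.521.

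Of 42 results for named genes, 30 were the same in every setting. Rbp9 in line 15 turned to -0.0059 with the filter at 50 counts and ran from -0.072 to 0.060 when 1 library was left out, BomS2 in line 15 from -5.99 to 2.21, and Cpr47Ea in line 15 from -2.54 to 1.64. Other settings moved 9 results across the threshold, 9 times to lost calls and 9 times to gained ones. Leaving out 1 library lost 24 calls over 5 results (Alp4, CG4000, CG4757 and fne in line 15, and the difference for Syt4) and gained 2 for fne in line 42. At the lowest counts, LysC in GFP-negative embryos, depth limits the result to a bound.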

Other observations

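The tests of the spread along the stage index, of depth and of a local effect, and the comparison and threshold in the test of linked differences, were chosen only after the result was seen.

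How often other groupings of the same libraries give as much was counted for each result of the models. For the calls in line 15, 1 of 35 splits of its 8 libraries into 4 and 4 gave as many genes, the real one itself, and the next highest gave 75 genes. For line 42 it was also 1 of 35, the real one, and no other split called a gene. For the average of the lines, 1 of 100 random relabellings, the real labels included, gave as many. For the genes called in both lines in the same direction it was also 1 of 100. The next highest counts were 3410 genes for the average and 0 for both lines. For the correlation between the lines, 3 of 100 gave a value as large, the real one included and positive values alone counted. Other relabellings gave -0.707, -0.686 and -0.664. A correlation of this size, in either direction, thus also arose under random labels. The excess of calls on chromosome 3 was reached by 1 of 35 splits in line 15 and by 1 of 35 in line 42, but only 3 of the other splits in line 15 and none in line 42 made calls on which a share could be computed, so these counts say little about the excess itself. Between the GFP-positive groups, 6 of the 35 splits gave 15 or more genes. The 5 others called 2426 to 3881 genes, and each of them put replicate 1 of line 15 together with replicates 2 and 4 of line 42. None of the 29 remaining splits called a gene, so every larger count came from gathering these 3 libraries, which the real split does not do. This count alone does not set the 15 genes apart from what a random division of the libraries gives. For the lists, splits with a camera p as small numbered 23 and 13 of 35 for the neuron list in lines 15 and 42, 12 and 1 for the glia list, 12 and 10 for the muscle list and 9 and 15 for the cuticle list. Neither list that passed the threshold was thus rarer than other splits make it.

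Called genes lay on chromosome 3 more often than others, and a candidate explanation is that GFP-negative and GFP-positive embryos differ along the whole of chromosome 3 apart from the deletion, because the GFP marker segregates with a different chromosome. A local effect around Glut1, on 3L, would leave 3R at the level of chromosome 2, but in line 15 genes on 3R were called more often than those on chromosome 2 (odds ratio 1.73), so it is argued against as the whole cause. Clusters of stage-dependent genes were tested with the stage index as a covariate. It lowered the odds ratio of chromosome 3 in line 15 from 1.80 to 1.31, which left chromosome 3 above the rest. Calls in line 15 rose from 828 to 3274, so these ratios cover different gene lists. In line 42 the same covariate raised the odds ratio from 1.16 to 1.25. The index varies mostly within line 42 GFP-positive embryos, so in line 15 the test does not decide about such clusters. In line 42 such clusters, as the index measures them, are argued against as the whole cause. They may account for part of the excess in line 15, while line 42 moved the other way. Linked differences predict that both arms are called more often in line 15 and that the share is higher still among genes called in both lines. That share was 60.6% against 52.3% of the other line 15 calls (Fisher's exact p = 0.0376). This is the direction of the explanation, but the other line 15 calls were picked as the comparison when both the share of all line 15 calls and that of the shared calls were known, so this p-value is not an independent test and does not decide it. In line 42, arm 3L was called no more often than chromosome 2 in the main fit, but with the stage index it was (24.3% against 21.0%, Fisher's exact p = 0.00441), so this arm does not decide the explanation either. The design ties the GFP status to the deletion in both lines, so linked differences and effects of the deletion stay joined for any single gene. For LysC, LysD, Hsp70Bb, CG4757 and CG11842, which are all on chromosome 3, a linked difference in sequence or copy number may lie behind the falls, and no genotype was analysed here to test it for single genes.

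Line 42 had more calls than line 15 (3701 against 828). Its libraries were not deeper (mean totals 10191272 against 10278937 counts, a ratio of 0.991). No single library made the difference, since the ratio of calls stayed at 3.05 or more when a library of either line was left out. Replicates 2 and 4 of line 42 GFP-positive embryos, which lie together on the first principal component, were never left out together. Dependence of the count on this pair was therefore not tested. With the stage index as a covariate, line 42 had 0.708 times as many calls as line 15 (2318 against 3274), so the spread of libraries along this index may account for the order of the counts. The index is dominated by replicates 2 and 4 of line 42 GFP-positive embryos (-2.05 and -0.58, others -5.99 to -4.69), and it partly follows the groups of that line, so its covariate can take out effects of the deletion as well. A greater effect of the mutation in line 42 stays open.

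Gene length was tested as a source of the many calls. The log2 fold changes correlated with exon length at a Spearman rho of -0.080 in line 15 and -0.16 in line 42 across genes, which argues against a length bias as the main source. GC content was not analysed here.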
